# Autotaxin Signaling Governs Phenotypic Heterogeneity in Visceral and Parietal Mesothelia

**DOI:** 10.1371/journal.pone.0069712

**Published:** 2013-07-25

**Authors:** Elaine L. Shelton, Cristi L. Galindo, Charles H. Williams, Elise Pfaltzgraff, Charles C. Hong, David M. Bader

## Abstract

Mesothelia, which cover all coelomic organs and body cavities in vertebrates, perform diverse functions in embryonic and adult life. Yet, mesothelia are traditionally viewed as simple, uniform epithelia. Here we demonstrate distinct differences between visceral and parietal mesothelia, the most basic subdivision of this tissue type, in terms of gene expression, adhesion, migration, and invasion. Gene profiling determined that autotaxin, a secreted lysophospholipase D originally discovered as a tumor cell-motility-stimulating factor, was expressed exclusively in the more motile and invasive visceral mesothelia and at abnormally high levels in mesotheliomas. Gain and loss of function studies demonstrate that autotaxin signaling is indeed a critical factor responsible for phenotypic differences within mesothelia. Furthermore, we demonstrate that known and novel small molecule inhibitors of the autotaxin signaling pathway dramatically blunt migratory and invasive behaviors of aggressive mesotheliomas. Taken together, this study reveals distinct phenotypes within the mesothelial cell lineage, demonstrates that differential autotaxin expression is the molecular underpinning for these differences, and provides a novel target and lead compounds to intervene in invasive mesotheliomas.

## Introduction

Mesothelia cover all coelomic organs and line all body cavities of the vertebrate providing a smooth, lubricated surface on which organs move. While healthy mesothelia in the adult appear uniform and innocuous, this cell type is actually highly plastic in nature performing multiple and varied functions in the embryo and adult. During organogenesis, mesothelia undergo epithelial mesenchymal transition (EMT) to provide all or nearly all vasculogenic cells in the generation of blood vessels as well as producing diverse stromal cells to internal organs [1], [2], [3], [4], [5], [6]. In the adult, mesothelia can undergo EMT generating cells critical in tissue repair while over-population of these cells in scaring and fibrosis in the heart, lung, and abdominal organs presents a major health problem [7], [8], [9], [10]. Finally, the cancerous derivative of mesothelia, mesothelioma, has long been recognized as a highly invasive and pathological cell type [11], [12].

Given the diversity of function in these various settings, it is interesting to note that nothing is known about potential heterogeneity within this cellular phenotype. As exemplified by a recent report [13], mesothelia are considered a singular cell type. In fact, the assumption has been made that all mesothelia are “the same cell” [14], “hardly varying from site to site” [15]. Further, mesothelia are characterized by uniformity in morphology and shared expression of numerous marker genes [16], [17] which has led to the position that all mesothelial cell types are “similar regardless of species or anatomical site [14].” While completely untested, this blanket characterization may be inaccurate. For example, all human skeletal muscle, regardless of anatomical location, share general cellular and structural characteristics. However, variation in gene expression within this cell type results in heterogeneity of fiber types underlying their critical functional diversity [18]. To combat abnormal mesothelial development and disease, it is essential to understand the basic mesothelial phenotype and identify molecular targets for intervention.

Here, using the most basic subdivision of this cell type, visceral and parietal mesothelia, we reveal that mesothelia are not “similar”. In fact, gene profiling and protein expression analyses determined that these two mesothelia have fundamentally different patterns of gene expression. Visceral and parietal cells also exhibit dramatically different phenotypes in terms of such basic properties as movement, adhesion, invasion, and differentiation which define this cell type. Interestingly, autotaxin, a secreted lysophospholipase D that converts lysophosphatidylcholine into the lipid signaling molecule lysophosphatidic acid (LPA) and known to influence the aforementioned properties in other cell types [19], [20], [21], [22], [23], was identified as the most differentially distributed gene product with significantly higher expression levels restricted to the visceral phenotype. Importantly, we find that autotaxin, originally described as a tumor cell-motility-stimulating factor [24], is expressed at abnormally high levels in invasive human mesotheliomas. Using two newly discovered small molecules inhibitors of the downstream mediator LPA, we demonstrate that autotaxin signaling is indeed an essential regulator underlying the differences between these two mesothelial phenotypes and mediates the migratory and invasive behaviors of human mesotheliomas. Importantly, we also show that these new reagents can be used to halt migration and invasion of these cancerous cells. Taken together, this study reveals that autotaxin drives fundamental diversity within mesothelial phenotypes, and describes two novel therapeutic lead compounds to blunt invasiveness of tumors, specifically mesotheliomas.

## Results

### Identification of fundamental differences in mesothelial phenotypes

To probe for potent variation in mesothelia, visceral (omental) and parietal (body wall) mesothelia were isolated and subjected to microarray analyses. 

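The experiment comprised 4 one-colour Affymetrix Mouse Gene 1.0 ST arrays, 2 hybridized with RNA of visceral mesothelium from the omentum and 2 with RNA of parietal mesothelium from the body wall. Such an array measures the transcripts of most mouse genes with short DNA probes grouped into probe sets, each called a probe here. The authors normalized the arrays by RMA, which corrects the background, equalizes the distributions of the arrays and summarizes each probe set on the log2 scale, and the submitters' processing notes name Partek 6.6. The resulting log2 table holds 35556 probes, with array medians of 7.38 to 7.41. Of these probes, 21789 are paired with 1 mouse gene in the annotation used here, 1621 with several and 12146 with none, and the probes with 1 gene stand for 19938 genes. Where a gene had more than 1 probe, the one with the highest mean signal was taken. The tissues were compared with limma, which pools information on the spread over all probes or genes, and a difference was called at a Benjamini-Hochberg adjusted p under 0.05 and a fold of at least 1.5. The labels call the arrays of a tissue biological replicates, without giving the animals behind each, so the p-values measure the spread between these arrays. The number of arrays limits the precision.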

Greater than 95% of input was from mesothelial cells as judged by the eYFP marker expressed in a mesothelial-specific manner in Wt1-cre; Rosa26R^eYFP^ mice. Striking differences in gene expression profiles were immediately obvious between the two phenotypes. Statistical analysis of 1,728 differentially-hybridized probes successfully separated the two cell types based on gene expression patterns (Figure 1A). 

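Arrays of the same tissue resembled each other more than arrays of different tissues. Across all probes, Pearson's r was 0.992 between the visceral arrays and 0.993 between the parietal arrays, against 0.965 to 0.969 between tissues. These correlations are across probes, which are not independent replicates. The first principal component held 79.4% of the variance and the second 13.3%. Hierarchical clustering joined the arrays of each tissue first, over all probes, over the called probes and over the probes that were not called. Clustering on called probes alone cannot come out otherwise than by tissue, since they were selected for the difference. limma called 2153 probes, 1162 higher in visceral and 991 higher in parietal mesothelium. With fewer arrays the number fell to 1307 without visceral replicate 1, 1196 without visceral replicate 2, 1048 without parietal replicate 1 and 893 without parietal replicate 2.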

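Among the genes named here, the largest excess in visceral mesothelium was that of the transcription factor Etv1, followed by Cpa3, Sult1e1, Igfbp2 and Cxcl13, and most of those with the largest excess in parietal mesothelium are components of skeletal muscle. Etv1 was 25.5-fold higher in visceral mesothelium, at a log2 signal of 12.05 ± 0.03 (SD, n = 2 arrays) against 7.38 ± 0.25 (SD, n = 2), a log2 difference of 4.67 (standard error 0.13, adjusted p = 5.49e-05 from limma). The mast cell proteases Cpa3 and Mcpt4 were higher by 4.63 and 4.02, and Cxcl13, a chemokine that attracts B cells, by 4.35. Sult1e1, an estrogen sulfotransferase, was higher by 4.40, the insulin-like growth factor binding protein Igfbp2 by 4.39, the receptor subunit Gabra4 by 4.21, the sodium channel subunit Scn3b by 4.13, the immunoglobulin joining chain Jchain by 3.97 and Ccdc3 by 3.95. In the other direction, the myosin light chain Myl1 was 155-fold higher in parietal mesothelium, at 13.43 ± 0.02 (SD, n = 2) against 6.16 ± 0.02 (SD, n = 2) in visceral mesothelium (log2 difference -7.28, standard error 0.08, adjusted p = 6.94e-06 from limma). The calcium buffer Pvalb had a log2 difference of -6.46, the calcium pump Atp2a1 of -6.07, the fast myosin heavy chain Myh4 of -6.00, the sarcomere proteins Neb, Ttn and Myot of -5.92, -5.72 and -5.36, the calcium store protein Casq1 of -5.55 and skeletal actin Acta1 of -5.48. Angptl1, a secreted protein, had a difference of -5.78. The myosin heavy chains have closely similar sequences, so their probes may not tell them apart. At the gene level 1915 of 19938 genes were called by limma, 1040 higher in visceral and 875 higher in parietal mesothelium, with median folds of 2.00 and 2.03. A difference of at least 16-fold was found for 9 genes higher in visceral and 31 genes higher in parietal mesothelium.

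**Figure D1:**
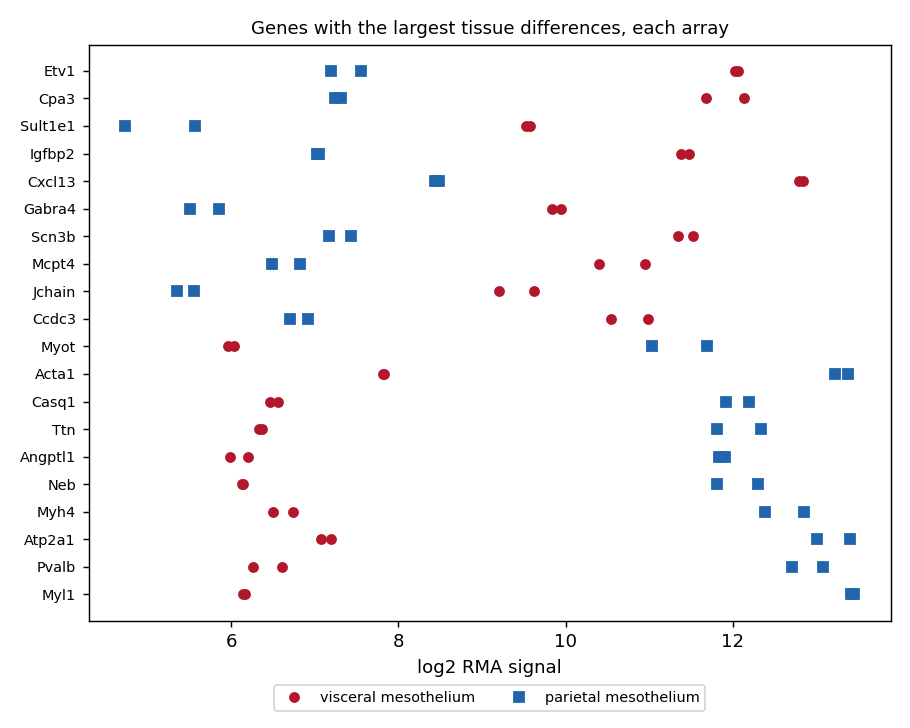
Log2 RMA signal (x axis) of the 10 named genes with the largest difference in each direction (y axis). Each point is 1 array, circles for visceral and squares for parietal mesothelium; no gene has arrays of the tissues overlapping, and Myl1 lies at 13.43 in parietal and 6.16 in visceral mesothelium.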

796 unique transcripts were more highly expressed in visceral mesothelium, while 633 unique genes were more highly expressed in parietal mesothelium demonstrating the heterogeneity of mesothelial cell types. Based on gene ontological analysis (DAVID; [25]), the most over-represented biological functions in this data set were important in adhesion, migration, wound responses, blood vessel development, muscle cell differentiation, and tumor progression (Figure 1B and Table S1).

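The lists of this paragraph were fixed after Table S1 had been read, and all 81 of its measured genes were called here. On these lists, genes of adhesion, migration and wound responses were called more often than genes in general, of which 9.60% were called. Among 46 genes of the extracellular matrix, 15 were higher in parietal mesothelium, such as Thbs2 (log2 difference -2.93) and the collagen Col14a1 (-2.54), and 6 were higher in visceral mesothelium, among them Emilin2 (2.59) and the laminin chain Lama2 (1.29). Their over-representation had an adjusted p of 1.56e-09 by one-sided Fisher's exact test. Of 31 genes of integrins and focal adhesions, 7 were higher in parietal and 2 in visceral mesothelium (adjusted p = 0.00335), with Itga4 higher in visceral (1.34) and Itga3 higher in parietal mesothelium (-0.84). Of 33 cadherins and immunoglobulin-type adhesion molecules, 9 were higher in parietal mesothelium, led by P-cadherin, Cdh3 (-3.32), and 8 in visceral mesothelium, with Jam3 at 1.42 (adjusted p = 6.32e-09). Among 35 receptors and guidance molecules of cell migration, 12 were higher in visceral and 8 in parietal mesothelium (adjusted p = 2.48e-11), including Plxnd1 (1.19) and the ephrin receptor Epha3 (-2.98). Of 33 matrix proteases and their inhibitors, 11 were higher in visceral mesothelium, including the plasminogen activators Plau (2.46) and Plat (2.04). In parietal mesothelium 1, the inhibitor Timp1, was higher (-2.24), while 21 did not pass (adjusted p = 7.98e-05 by Fisher's exact test). Among the called proteases and inhibitors, only Mmp23 (0.62) and Adamts5 (0.65), named outside the rule for named genes given below, are not in Table S1. This adjusted p therefore rests mostly on genes known beforehand to differ. Of 30 genes of the wound response, coagulation and complement, 8 were higher in visceral mesothelium, such as the coagulation factor chain F13a1 (2.96) and thrombomodulin, Thbd (1.72), and 1 was higher in parietal mesothelium (adjusted p = 0.00292). Angiogenesis genes split evenly, 5 higher in each tissue out of 34 (adjusted p = 0.00219), with Ednrb at 1.68 and Vegfc at -1.62. Of 23 tight junction genes, 2 were higher in each tissue and the list was not over-represented (adjusted p = 0.235). Against a background of genes above the median signal, the list of integrins and focal adhesions no longer passed (adjusted p = 0.125). Markers of other cell types differed between the same samples, with 27 of 30 genes of macrophages and dendritic cells, which also express F13a1, higher in visceral mesothelium and all 27 contractile genes of skeletal muscle higher in parietal mesothelium. Adjusted over the list alone, the visceral and parietal counts were 6 and 16 for the matrix, 11 and 2 for the proteases, 13 and 9 for migration and 9 and 1 for the wound response, and did not change for the other lists. Members of Table S1 make up 14 of the cadherin and adhesion list, 12 of the matrix list, 10 of the protease list and 5 of the integrin list. They are also 3 of the migration list and 2 each of the wound and angiogenesis lists. Those lists are therefore not independent evidence. Their Fisher tests were not repeated without these members, so those tests do not decide whether the remaining genes were over-represented. On the migration list, more of the remaining genes were called than not, against 9.60% of all genes. On the cadherin and adhesion list, only Cdh5 (-0.60), F11r (-1.16) and Cd44 (1.72) of the called genes are outside Table S1. Its adjusted p therefore also rests mostly on genes known beforehand to differ. Cd44 is named outside the rule for named genes given below.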

**Figure 1:**
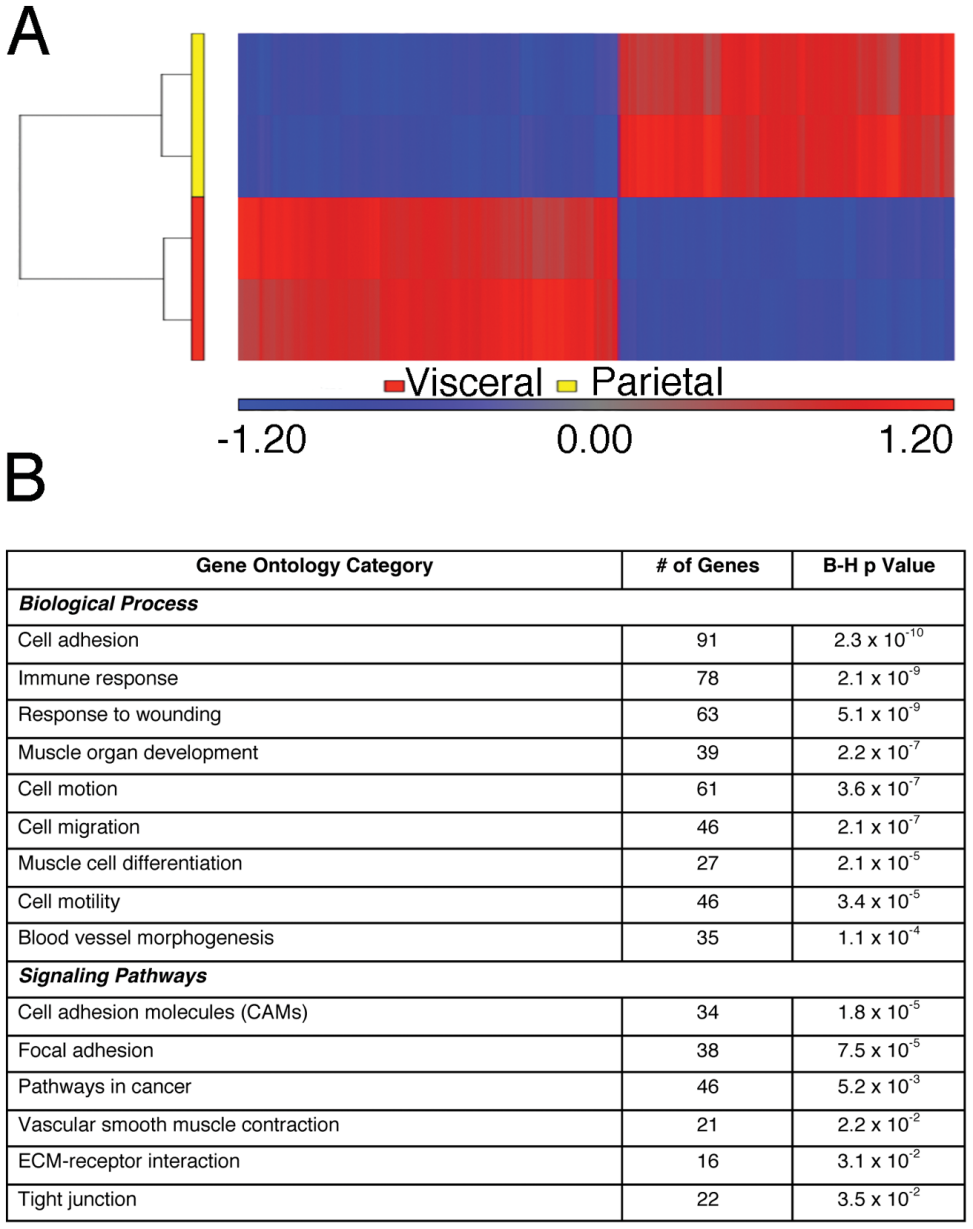
Visceral and parietal mesothelia have significantly different gene expression profiles. Microarray analysis was performed on visceral and parietal mesothelia isolated from adult mice. Hierarchical clustering of 1,728 probes separated the two cell types based on gene expression patterns. Vertical dendrograms represent the individual samples, of which there are two replicates for each tissue type (A). Values shown are log base 2 and bright red, bright blue, and gray indicate the highest, lowest, and median normalized signal values respectively. Overrepresented functional categories were generated for both tissue types (B). B-H p values represent the Benjamini and Hochberg corrected p value, calculated by the online database and functional analysis program, DAVID, using Fisher's Exact test.

The most differentially expressed gene product was autotaxin (48.4-fold higher expression in visceral mesothelium). This was of particular interest as autotaxin has suggested roles in promoting the aforementioned cellular activities which fundamental to mesothelial function. 

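Over all 35556 probes, the largest excess in visceral mesothelium was at probe 10428619, which has no gene name in the annotation used here. This probe was singled out after its values were seen. Its log2 signal was 13.67 ± 0.13 (SD, n = 2 arrays) in visceral and 8.28 ± 0.15 (SD, n = 2) in parietal mesothelium, a log2 difference of 5.40 (standard error 0.12, adjusted p = 8.14e-04 from limma) or 42.2-fold. The next largest were at a probe of an immunoglobulin kappa variable segment, a kind left out of the named genes, with a difference of 4.79, and at Etv1. Autotaxin itself is not analysed here, because no probe carries its name in that annotation.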

Detailed IF analysis demonstrated that autotaxin was specifically localized to visceral mesothelium on the surface of the small intestine and the omentum (see colocalization with the transgenic marker, Figure 2A–F). No other cell types of the intestinal wall including smooth muscle, stroma, and mucosal epithelia expressed autotaxin at detectable levels. Interestingly and in agreement with microarray analyses, autotaxin expression was undetectable in eYFP-positive parietal mesothelia (Figure 2G–I). Subjacent body wall tissues were also negative for this protein. Quantitative RT-PCR analysis confirmed that autotaxin was highly expressed in visceral mesothelium (82% increase) compared to its parietal counterpart (Figure 2J). Finally, conditioned media from cultures of isolated visceral and parietal mesothelia were probed for LPA, the conversion product of autotaxin enzymatic activity. Again, visceral cells had a significantly higher level of autotaxin activity (Figure 3A). Addition of autotaxin inhibitor S32826 [26] to visceral cultures dropped LPA production to levels seen in parietal cultures demonstrating the specificity of the assay (Figure 3A). Thus, gene expression profiles of the most basic subdivision of mesothelia are inherently different.

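The tissues differed in genes of several cell types. All 27 genes of the contractile apparatus of skeletal muscle were higher in parietal mesothelium, with a median log2 difference of -3.90, as were 22 of 24 genes of its metabolism and calcium handling, with a median of -3.003; the muscle creatine kinase Ckm had a difference of -4.67. Among 20 markers of mesothelium, 9 were higher in parietal mesothelium, including mesothelin, Msln (-2.14), keratin Krt7 (-1.78) and Ezr (-1.30), and 1 was higher in visceral mesothelium, the transcription factor Wt1 (0.84, standard error 0.09). Of 30 genes of macrophages and dendritic cells, 27 were called higher in visceral mesothelium and none was called lower, with a median of 1.67. Examples are H2-Aa, which presents antigen (3.71), the complement chain C1qc (2.94) and the mannose receptor Mrc1 (2.69). Of 19 B cell genes, 7 were higher in visceral mesothelium, among them Bank1 (1.99) and the receptor chain Cd79a (1.61). Among 21 genes of mast cells and granulocytes, 8 were higher in visceral mesothelium, such as Tpsb2 (2.56). No gene was called lower on either list. Of 19 genes of T and NK cells, 2 were higher in visceral mesothelium, Il7r (1.26) and Cd3g (0.72), and 17 did not pass. Of 16 smooth muscle genes, 6 were higher in visceral mesothelium, such as Myh11 (2.67) and Myl9 (1.55), and 4 in parietal mesothelium, such as Tpm2 (-1.35). Acta2 differed by 0.55 and did not pass (adjusted p = 0.119 from limma); it was 0.27 without visceral replicate 1, and 0.83 without visceral replicate 2, where it passed (adjusted p = 0.0142). Of 23 endothelial genes, 2 were higher in each tissue, Lyve1 (3.37) and Cd34 (0.77) in visceral and Cdh5 (-0.60) and Esam (-0.69) in parietal mesothelium. The other 19 did not pass and the median was 0.02, so Lyve1 does not stand for the list. Adjusted over the list alone, 10 mesothelial markers were higher in parietal mesothelium, and 8 B cell, 10 mast cell and granulocyte and 7 smooth muscle genes in visceral mesothelium; the other counts did not change. The camera test with a preset correlation between genes of 0.01 called 10 lists as shifted, including those of skeletal muscle, macrophages, B cells, mast cells and mesothelial markers. With an estimated correlation it called none of them, and the camera test then gave an adjusted p of 0.556 for each of these. With 2 arrays per tissue not even the contractile list passed, although all 27 of its genes were called. That setting therefore does not decide whether a list was shifted. The paper draws its conclusion on these profiles after its array, staining, RT-PCR and activity measurements of autotaxin, which are not analysed here.

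**Figure D2:**
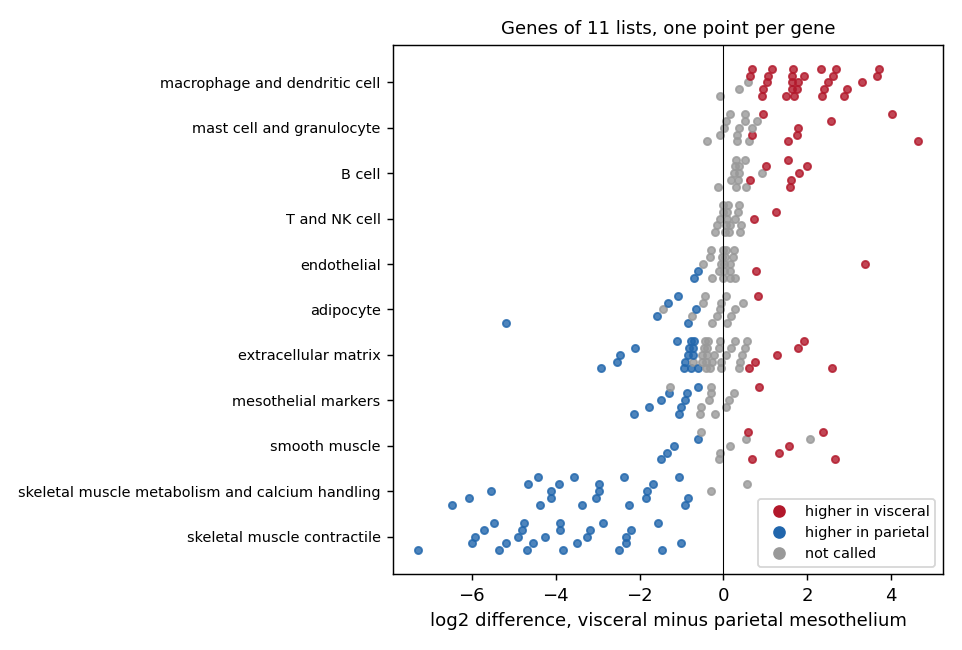
Log2 difference, visceral minus parietal mesothelium (x axis), of the genes of 11 lists (y axis). Each point is 1 gene, red where it was called higher in visceral, blue where higher in parietal mesothelium and grey where not called; all 27 contractile genes lie to the left and 27 of 30 macrophage and dendritic cell genes are red.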

**Figure 2:**
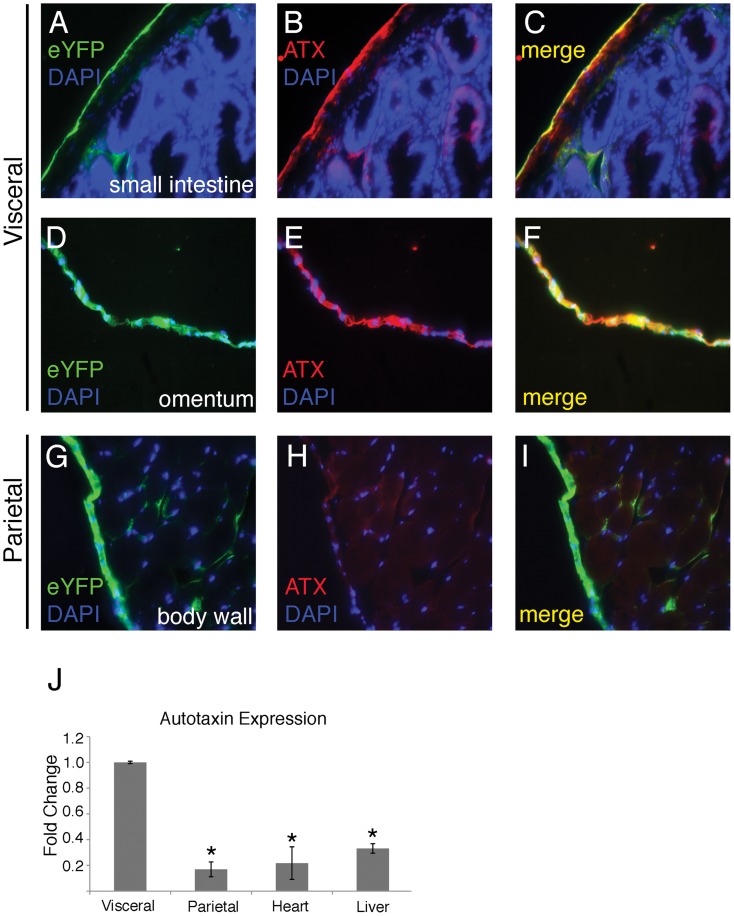
Autotaxin is expressed at significantly higher levels in visceral mesothelia compared to parietal. Immunofluorescence was used to detect autotaxin (ATX) expression in visceral and parietal tissues from Wt1^cre/+^; R26R^eYFP/+^ reporter mice. Cells that express Wt1, a mesothelial marker, will express enhanced yellow fluorescent protein (eYFP) that can be detected with a green fluorescent protein (GFP) antibody (A, D, G). Robust autotaxin expression is evident in visceral mesothelia (A–F). In contrast, the parietal mesothelium that lines the body wall expresses the mesothelial marker (G), but is devoid of autotaxin expression (H). Nuclei are marked with DAPI. Quantitative real-time RT-PCR was used to determine autotaxin transcript levels in visceral (omental) mesothelium, parietal mesothelium, heart, and liver (J). The autotaxin expression in visceral cells was set to 1 and fold changes were calculated for each subsequent tissue type. The asterisk represents a statistically significant difference when compared to the expression level in visceral cells (p<0.05, n = 4). Error bars were calculated using standard error of the mean.

**Figure 3:**
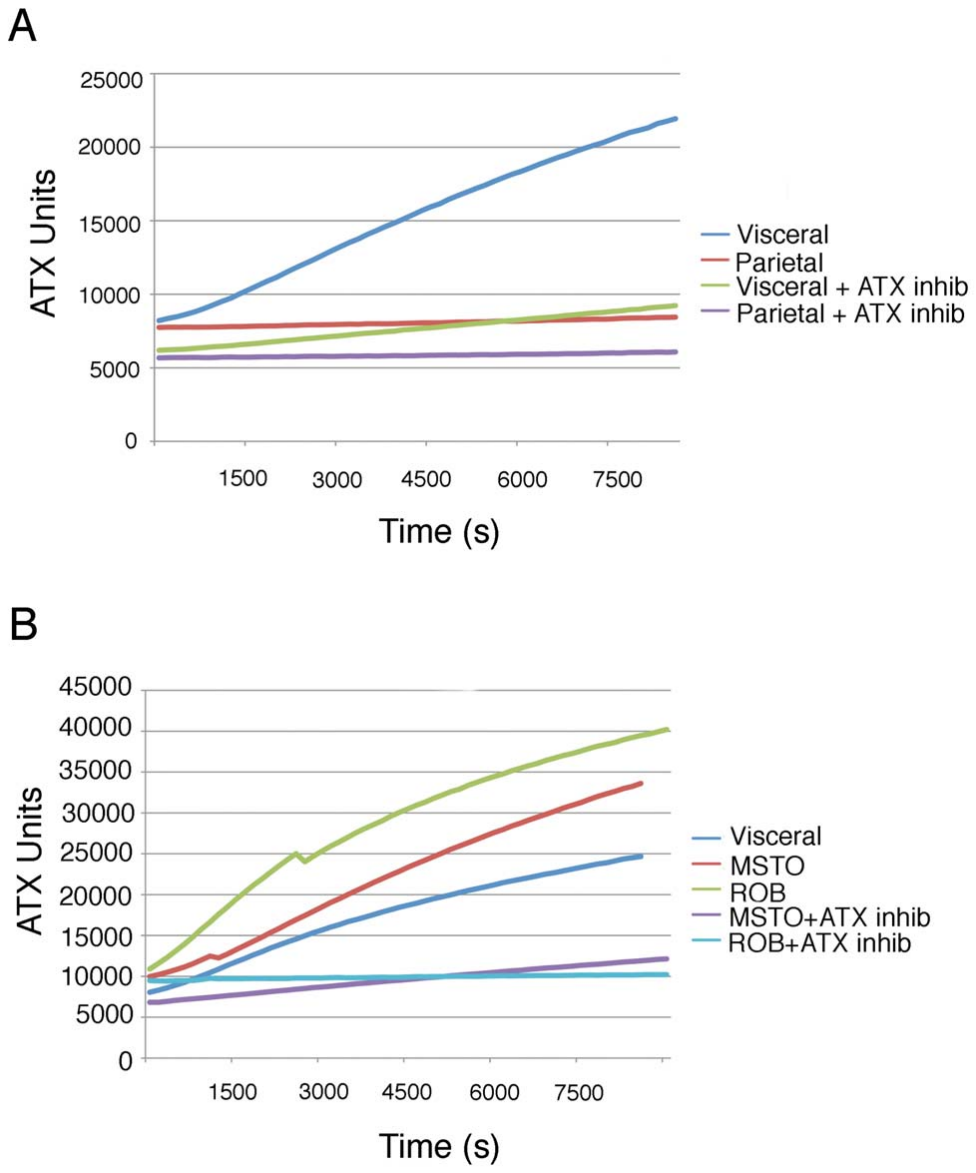
Autotaxin activity is significantly up-regulated in visceral mesothelia and mesotheliomas. Conditioned media was collected from cultured visceral mesothelia, parietal mesothelia, peritoneal mesothelioma (MSTO), and pleural mesothelioma (ROB) cells. Some cultures were treated with the autotaxin inhibitor S32826. Media was assayed for LPA accumulation as a measure of autotaxin activity over a 2 hour period. Visceral mesothelia had significantly higher levels of autotaxin activity compared to parietal cells (A). Furthermore, MSTO and ROB cells had even higher levels of autotaxin activity compared to normal mesothelial cells (B). Normal and pathological cells were responsive to S32826 and displayed decreased levels of autotaxin activity (A–B).

### Visceral and parietal mesothelia are fundamentally different in their ability to adhere, migrate, and invade

Adhesion, migration, and invasion are basic behaviors inherent to mesothelia and distinct differences in these properties may define heretofore unidentified phenotypes within the cell type. To test this hypothesis, visceral and parietal cells were isolated, dissociated into single cells, and probed for potential differences in these basis mesothelial functions.

Immediate variation in response was detected as visceral cells were highly adherent to fibronectin matrices as compared to the parietal type (Figure 4A). The visceral phenotype displayed a spread conformation with prominent focal adhesions (4F). In contrast, time-matched parietal cells were far less adherent (50% reduction in adherent cells) and remained round in morphology completely lacking focal adhesions (Figure 4E and G).

**Figure 4:**
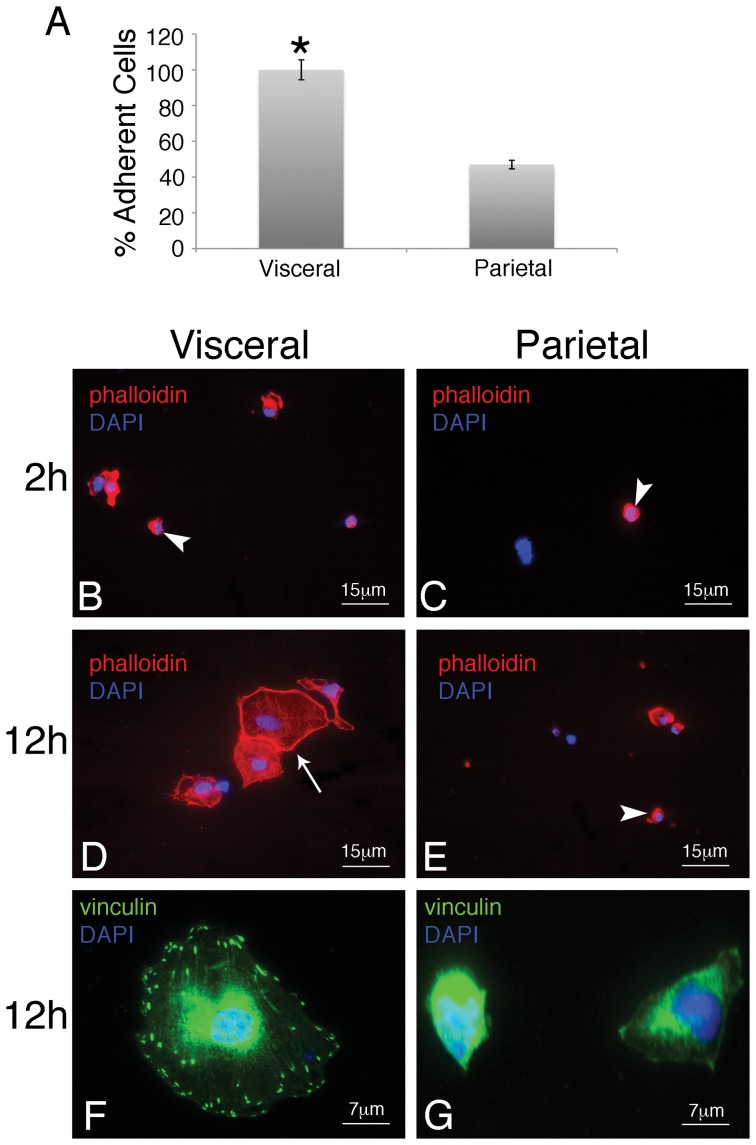
Visceral mesothelial cells are more adherent then their parietal counterparts. Visceral and parietal mesothelia was isolated, dissociated, and plated on fibronectin-coated glass for 2 or 12 hours. After 2 hours, 57% more visceral cells attached to the fibronectin than parietal cells (A). Of the adherent cells, virtually all of the visceral cells had filamentous F-actin expression (B), in contrast to only 50% of the parietal cells. By 12 hours, visceral cells displayed a spread confirmation (D) with prominent vinculin expression at sites of focal adhesion (F). In contrast, parietal cells maintained a round confirmation (E) and had no focal adhesions (G) at this time point. The asterisk represents a statistically significant difference between the percent of adherent visceral and parietal cells (p<0.05, n = 6). Error bars were calculated using standard error of the mean.

When migratory behaviors were analyzed on fibronectin substrates, sharp distinction between the two phenotypes was again immediately apparent. Visceral cells had much higher velocity and migrated in a directionally persistent manner as compared to the sedentary parietal cell type (Figure 5 A–B; Figure S1A–B). EMT and subsequent invasive behavior has long been ascribed to the mesothelial cell. To test for potential differences in this activity, Boyden chamber analysis was conducted. As seen in Figure 6, visceral cells were far more invasive than parietal cells, further delineating the more motile/aggressive nature of the visceral cell. The distinct differences in these fundamental properties coupled with the discovery that visceral and parietal mesothelia have vastly different patterns of gene expression suggest that phenotypic variation observed in other basic tissue types extends to mesothelia.

**Figure 5:**
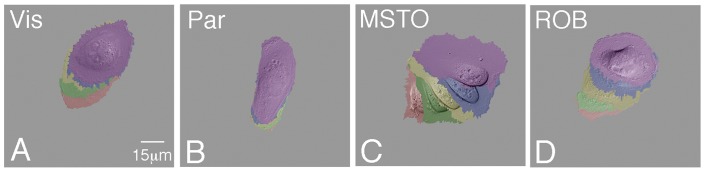
Mesothelia have varying abilities to migrate. Visceral mesothelial (A), parietal mesothelial (B), pleural mesothelioma (C), and peritoneal mesothelioma (D) cells were plated on fibronectin and subjected to time-lapse imaging in order to visualize their ability to migrate. Panels A–D are compilations of static images taken at 20 minute intervals. False coloration indicates a cell's location at each interval: red 0 min; green 20 min; yellow 40 min; blue 60 min; purple 80 min.

**Figure 6:**
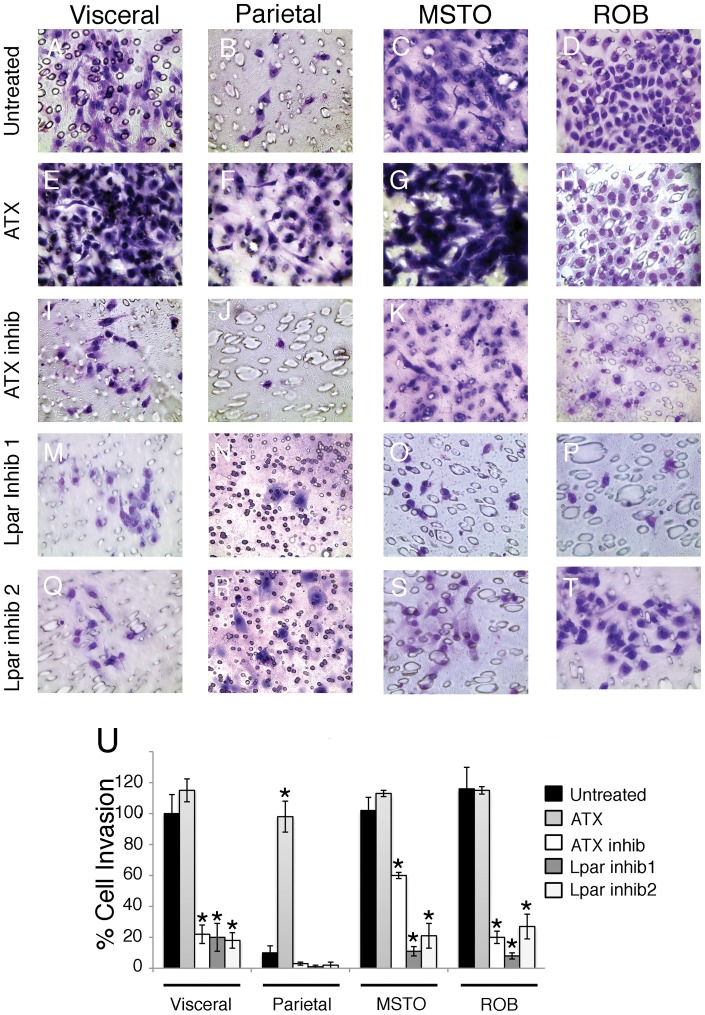
Autotaxin signaling regulates mesothelial and mesothelioma cell invasion. Visceral mesothelial, parietal mesothelial, pleural mesothelioma (MSTO), and peritoneal mesothelioma (ROB) cells were cultured on transwell filters with and without addition of autotaxin (ATX), the autotaxin inhibitor S32826, Lpar1 inhibitor 1 (2440), or Lpar1 inhibitor 2 (8437). Of all the cells studied, the mesothelioma cells were the most invasive (C, D). Visceral cells (A) invaded more readily than parietal (B), but addition of ATX to parietal cells (F) promoted invasion to visceral-like levels. Treatment with S32826 reduced cell invasion in all groups (I-L). Furthermore, both of the Lpar1 inhibitors were efficient at decreasing cell invasion in mesothelial (M, Q) and mesothelioma cells (O, P, S, T). The percent of cell invasion is quantified in panel U. The percent of untreated visceral cells that migrated was set to 100. Asterisks represent statistically significant differences compared to untreated values in each group (p<0.05, n = 4). Error bars were calculated using standard error of the mean.

### Autotaxin signaling drives phenotypic diversity in mesothelia

Our data show that autotaxin expression is largely restricted to the more motile and invasive visceral cell type. Given this relationship, we postulated that autotaxin signaling is a critical regulator underlying mesothelial phenotypes.

To explore this signaling pathway further, a chemical genetic screen was conducted to discover novel small molecules that target different points in the autotaxin pathway (Williams, Shelton, Bader, Hong, in preparation). Interestingly, two of the autotaxin pathway inhibitors identified, 2440 and 8437, were found to selectively target Lpar1 (IC_50_  = 1.7 μM, IC_50_  = 6.4 μM, respectively), a G-protein coupled receptor for LPA. Since LPA is a key downstream mediator of autotaxin pathway, this discovery, together with the available direct autotaxin lysophospholipase D inhibitors, expand the list of chemical probes to dissect the roles of the autotaxin pathway in mesothelial biology.

Highly invasive visceral cells were treated with these new compounds and the known autotaxin inhibitor S32826 in Boyden chamber analysis. As seen in Figure 6, this motile mesothelium was highly sensitive to inhibition of autotaxin signaling by S32826 as invasion dropped precipitously with inhibitor application (Figure 6 I, U). Importantly, when cells were treated with the Lpar 1 inhibitors, 2440 or 8437, the same pattern of reduction in cell invasion was observed (Figure 6 M, Q, and U). Conversely, addition of autotaxin to the more sedentary parietal cell stimulated invasion to levels seen with visceral cells (Figure 6F). Linear migration was also sensitive to autotaxin inhibition as a dramatic decrease in motility was observed with S32826 (90% decrease in displacement; Figure 7A, Figure S1), with these cells moving at a rate seen with untreated parietal cells (Figure 5B). In accordance with invasion analyses, addition of autotaxin stimulated parietal cell displacement and velocity to levels seen with inherently motile visceral cells (Figure 7B; Figure S1). Thus, both loss and gain of function analyses demonstrate the importance of this signaling pathway in regulation of mesothelial phenotypes.

**Figure 7:**
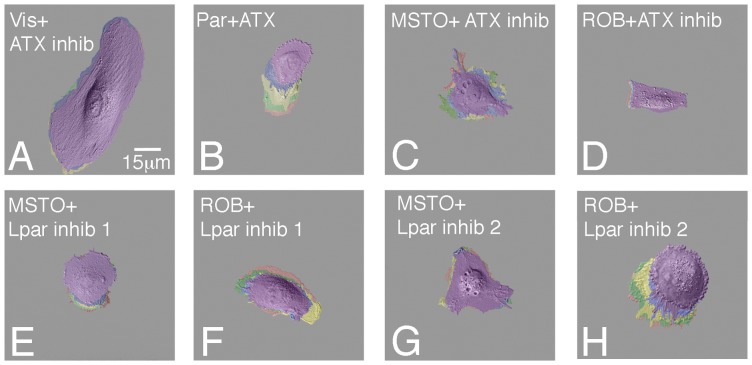
Autotaxin signaling regulates mesothelial and mesothelioma cell migration. Visceral mesothelial, parietal mesothelial, pleural mesothelioma (MSTO), and peritoneal mesothelioma (ROB) cells were plated on fibronectin, cultured with or without the addition of autotaxin, the autotaxin inhibitor S32826, Lpar1 inhibitor 1 (2440), or Lpar1 inhibitor 2 (8437), and subjected to time-lapse imaging in order to visualize their ability to migrate. Panels A-H are compilations of static images taken at 20 minute intervals. False coloration indicates a cell's location at each interval: red 0 min; green 20 min; yellow 40 min; blue 60 min; purple 80 min.

While numerous studies have firmly established that visceral mesothelia produce vascular smooth muscle [5], [6], [9], [27], examination of this fundamental property in parietal mesothelia is completely lacking. As presented in Figures S2 and S3, parietal cells also produce smooth muscle cells but at a much reduced rate. Important to the current discussion, use of both Lpar and autotaxin inhibitors blocked muscle differentiation from mesothelia (Figure S2 E–J). Taken together, these data demonstrate that autotaxin signaling is a key regulator of mesothelial phenotypes and that manipulation of this pathway can alter these key mesothelial behaviors through chemical genetic intervention.

### Autotaxin signaling drives mesothelioma phenotypes

Mesotheliomas are a particularly invasive cancer, and autotaxin, which promotes cancer cell invasion, is highly elevated in other types of cancer (21, 28–31). Intriguingly, autotaxin signaling has not been linked to any mesothelioma or manipulated in efforts to subdue their aggressive properties.

When human pleural (MSTO) and peritoneal (ROB) mesotheliomas were probed for activity, exceedingly high levels of autotaxin were observed (Figure 3B). Further and as expected, both mesotheliomas had even greater motility rates, distinct from the two non-cancerous phenotypes (Figure 5 C–D, Figure S1). Interestingly, this heightened migratory behavior was susceptible to inhibition of autotaxin function by S32826 treatment as pleural and peritoneal mesothelioma cell migration was severely inhibited (68% reduction in MSTO displacement, 87% reduction in ROB displacement), reducing motility to that of parietal cells (Figure 7C–D; Figure S1). Similarly, inhibition of Lpar 1 activity also significantly reduced mesothelioma cell migration (Figure 7 E-H; Figure S1). Next, as determined by Boyden analysis, both mesotheliomas were more invasive than the non-cancerous phenotypes (Figure 6 C, D and U). Importantly, this aggressive behavior in both mesotheliomas was also responsive to inhibition of autotaxin and Lpar 1 activity as S32826, 2440 and 8437 were highly effective reducing cellular invasion (Figure 6 K, L, O, P, S, T, U). In summary, autotaxin signaling is intimately linked to migration and invasion of not just mesothelia subtypes but also mesothelioma. Moreover, our data demonstrate that the autotaxin pathway, including autotaxin and the downstream mediator LPA1, is a promising therapeutic target to ameliorate the aggressive characteristics of mesotheliomas.

## Discussion

In this study, we report striking and fundamental differences in cellular behaviors and gene expression profiles between mesothelial cell types. Importantly, our data reveal that autotaxin signaling is an underlying mechanism that regulates divergent cell migration, invasion, and differentiation within mesothelial phenotypes. This finding in turn provides a heretofore-unidentified target to attack in mesotheliomas and pathological conditions involving mesothelia. Additionally, we provide novel reagents to inhibit and/or alter diverse mesothelial behaviors in organogenesis or pathological settings. Taken together, these data advance our fundamental understanding of mesothelial biology and lay the groundwork for future intervention and analysis of mesothelia in development, tissue repair, and disease.

Heterogeneity within the mesothelial phenotype had not been explored. In fact, until now, all mesothelia have been regarded as a single cell type “hardly varying from site to site” [15]. Here, in examining the most basic division of mesothelia, visceral vs. parietal types, fundamental differences between these cell types were readily apparent. These seemingly simple results provide a conceptual framework for the future exploration of the divergent functions and pathological outcomes seen in mesothelia. For example, abdominal adhesions are characterized by mesothelial attachments between adjacent organs and the body wall [28]. However, little is known regarding the molecular cues governing the transition from normal mesothelial cell to pathological cells having the potential to form patches of fibrous and vascularized tissue, [28]. With the understanding that adhesive, motile, invasive, and vasculogenic behaviors are elevated in visceral mesothelium, interventional therapies may target this cell type in an effort in mitigate mesothelial cell contribution to post-operative adhesive scars.

The discovery that levels of autotaxin signaling are predictive of a mesothelial cell's migratory and invasive behavior is of particular interest. First, the highly restricted expression of this secreted lysophospholipase D initially discovered as a tumor cell-motility-stimulating factor provides mechanistic insight into the regulation of mesothelial cell behaviors [24]. Elevated levels of autotaxin in visceral mesothelium align with the more adhesive, motile, and invasive traits of this phenotype compared to its sedentary parietal counterpart. It is also important to note that alteration of autotaxin levels and the subsequent, predictable changes in behaviors of either visceral or parietal mesothelia reveals innate plasticity within this tissue type. This is reminiscent of other basic tissues including skeletal muscle where alterations in workload, intracellular calcium levels, and frequency of use lead to distinct changes in cell physiology [29], [30], [31]. The malleable nature of mesothelial cells may help to explain why these cells can play such diverse roles in normal development, homeostasis, tissue repair, and disease.

Here for the first time, we demonstrate that autotaxin is found at abnormally high levels in human pleural and peritoneal mesotheliomas and that this signaling pathway regulates migratory and invasive of these cancerous cells. Autotaxin has also been implicated in chronic inflammatory disorders, diabetes, arthritis, and atherosclerosis [32], [33], [34]. Given its role in human disease, the autotaxin-LPA axis has been attractive as a diagnostic marker and therapeutic target [19]. An aggressive form of cancer, mesothelioma is generally unresponsive to conventional chemotherapeutic and radiation therapies [12]. Thus, discovery of autotaxin regulation of mesothelioma migration and invasion and their responsiveness to inhibitors of this pathway provide a viable target in mitigating cancer progression. Our newly discovered Lpar1 inhibitors intervene at a novel point in the autotaxin signaling pathway presenting an opportunity for “combinatorial” intervention in combating this aggressive cancer.

## Methods

### Animal Procedures

All animal procedures were approved and performed in accordance with Vanderbilt University's Division of Animal Care and IACUC/OAWA.

### Immunohistochemistry

Small intestine, omentum, and body wall tissue samples were fixed in 4% paraformaldehyde for 2 h prior to sucrose infiltration and cryo-sectioning. Cultured cells were fixed in 4% paraformaldehyde for 30 min prior to staining. Blocking solution (10% goat serum, 0.25% Triton X-100 in PBS) was applied for 1 h at room temperature. Primary and secondary antibodies are listed in Table S2. Samples containing primary antibodies were incubated overnight at 4°C. Samples containing secondary antibodies and DAPI were incubated for 3 h at room temperature.

### Mesothelial Cell Isolation and Culture

Visceral mesothelium was isolated from the omentum of adult Wt1-cre; Rosa26R^eYFP^ mice as previously reported [27] (Figure S4A). In parallel, parietal mesothelium was isolated by teasing the mesothelium from the underlying skeletal muscle of the body wall of these animals (Figure S4B). RNA was then extracted from these native mesothelia samples and used for hybridization in a microarray experiment. In addition, tissue isolated in this way was dissociated into single cell suspensions using collagenase (Sigma, C2799) and cultured on fibronectin-coated glass Lab-Tek chamber slides in supplemented medium (10% fetal bovine serum, 1% penicillin/streptomycin, Dulbecco's modified Eagle's medium) as previously reported [9] (Figure S4C, D). MSTO-211H human pleural mesothelioma cells (ATCC, CRL-2081) and ROB human peritoneal mesothelioma cells [35] (a kind gift from Raffit Hassan, MD, National Cancer Institute, National Institutes of Health) were also cultured in supplemented medium and plated on fibronectin-coated glass chamber slides. Some cultured cells were treated with 10 nM Autotaxin (Echelon, E-4000), 1 µM of the autotaxin inhibitor, S32826, (Sigma, S1825), 1 µM of the Lpar1 inhibitors, 2440 (IC_50_  = 1.7 µM) and 8437 (IC_50_  = 6.4 µM).

### Collagen Gel Contraction Assay

Visceral and parietal mesothelial cells were suspended (500,000cells/mL) in a rat tail collagen 1/PBS solution (2.2 mg/mL collagen; 1.8 mg/mL NaHCO_3_) [36]. 250 ml of cell suspension was aliquoted into a single well of a 24-well plate and placed at 37°C for 45 minutes to allow for collagen polymerization. Then collagen gels were then detached from the walls using a pipet tip and 250 ml of supplemented media was added to each well. The gels were incubated at 37°C for 7 days after which the area of each gel was determined and compared to the area of a well.

### Quantitative Real Time RT-PCR

RNA was isolated using Trizol. 100 g cDNA template was generated using a High Capacity cDNA Reverse Transcription Kit (Applied Biosystems). Relative levels of gene expression were determined using TaqMan-based quantitative RT–PCR on a 7900HT platform. The TaqMan Gene Expression Assay (Applied Biosystems) for Autotaxin (Mm00516572_m1) was used. 18S (Hs99999901_s1) was used as an internal control. Triplicate DCT values were generated for each assay. The fold change in expression was determined by dividing experimental values by the control value, which was then set to 1.

### Migration Live Cell Imaging

For each cell type, DIC images were recorded every minute for 2 h using a DeltaVision imaging system and softWoRx image acquisition software (Applied Precision). False colored images were generated for the position of each cell at 20 minute intervals. Cell migration tracks were quantified using the manual tracking plug-in of ImageJ. The position of each nucleus in DIC recordings was used as reference points. Displacement values were quantified as the total migration track. Velocity values were calculated by taking the displacement value divided by time (80 minutes). Directional persistence values were quantified as the final distance of cell relocation divided by total migration track.

### Microarray Analysis

Whole transcriptome expression analysis of total RNA was performed using Affymetrix mouse Gene 1.0 ST arrays, which cover 26,166 RefSeq transcripts. RNA quality was assessed using an Agilent 2100 before further processing and hybridization in the Vanderbilt Functional Shared Resource (http://www.thefgsr.com/). Microarray images were scanned with an Affymetrix high resolution GenePix 4000B scanner. Raw.CEL files were subsequently uploaded into Partek Genomics Suite version 6.6 (Partek Incorporated, St. Louis, MO) and processed using Robust Multi-chip Average (RMA) normalization [37], [38]. Following RMA normalization, Partek was used to perform pairwise comparisons of average group values and one-way ANOVA with Benjamini & Hochberg (B-H) multiple hypothesis correction for analysis of visceral and parietal tissues. Only probes that resulted in a fold-difference of at least 1.5 and B-H corrected *p* value of less than 0.05 were considered significantly altered. 

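At these thresholds the methods' t-test, the comparison of the tissues by one-way ANOVA on the same log2 values, called 0 of 35556 probes, the lowest Benjamini-Hochberg adjusted p being 0.0885. Without adjustment it gave 2161 probes with p under 0.05 and a fold of at least 1.5, of which 1171 were higher in visceral and 990 in parietal mesothelium. limma called 2153 probes after adjustment and 3058 without it. On simulated values with the spread of these arrays and 100 of 19938 genes changed by each of 2 folds, limma found 64 of the genes changed 2-fold and 92 of those changed 4-fold with 4 false calls, and the methods' t-test after adjustment 1 and 14.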

Statistical analyses (including B-H correction for multiple hypothesis testing) for identification of overrepresented ontologies, functions, and pathways were performed using DAVID (http://david.abcc.ncifcrf.gov), after initial statistical data analysis was performed to identify relevant gene sets. Using DAVID, genes were grouped based on functional similarity. All microarray data has been deposited in the Gene Expression Omnibus database, accession number GSE47161.

### Autotaxin Activity Assay

Visceral mesothelial, parietal mesothelial, MSTO, and ROB cells were cultured in serum free medium for 48 h. Conditioned media from these cells was collected and used in a commercially available autotaxin activity assay (Echelon, K-4100). ATX activity in the media was analyzed using the fluorogenic substrate FS-3 according to the manufacture protocol [39]. Briefly, 50 ml of each sample was mixed with 5 mM FS-3 and assayed in 96-well plate. The change of fluorescent intensity was measured by a Multimode Plate Reader Synergy HT (BioTek) with excitation and emission wavelengths of 485 and 528 nm respectively. Readings were taken every 2 minutes for 2 h. The amount of fluorescence is expressed as an ATX unit, which is defined as pM FS-3 hydrolyzed/min in 10 μM FS-3, 50 mM Tris-Cl pH 8.0, 5 mM KCl,1 mM CaCl2, 1 mM MgCl2, 140 mM NaCl, 1 mg/ml Fatty Acid Free BSA, 1 mM LPC at 37°C.

### Boyden Chamber Invasion Assay

Cell invasion was measured as previously reported [9]. Briefly, single cell suspensions were resuspended in supplemented media at a density of 1× 10^5^ cells/mL. Each cell suspension was added to the top chamber of a Boyden chamber culture plate insert (8 µm pores; Millicell) and placed in a 24-well culture plate containing supplemented media with or without ATX or one of the inhibitors. Cells were incubated for 6 h. Cells that migrated through the pores and were adherent to the bottom of the insert were fixed in 100%MeOH and stained with Giemsa (Sigma-Aldrich). The percent of cell migration was calculated by dividing the number of migrated cells in each group by the number of migrated cells in the visceral mesothelium group and multiplying by 100. The percent of untreated visceral cells that migrated was set to 100.

## Supporting Information

Figure S1 **Autotaxin signaling regulates mesothelial and mesothelioma cell migration.** Visceral mesothelial, parietal mesothelial, pleural mesothelioma (MSTO), and peritoneal mesothelioma (ROB) cells were cultured with and without the addition of autotaxin (ATX), the autotaxin inhibitor S32826, Lpar1 inhibitor 1 (2440), or Lpar1 inhibitor 2 (8437) and subjected to time-lapse imaging to monitor cell migration. The displacement (A) and velocity (B) for each cell type was calculated and quantified. The displacement and velocity of untreated visceral cells was set to 1 and fold changes were calculated for each subsequent cell type. Error bars were calculated using standard error of the mean (n = 15).
(TIF) Click here for additional data file.

Figure S2 **Autotaxin signaling regulates smooth muscle differentiation in mesothelia.** Visceral and parietal mesothelial cells were cultured for 3 days with or without addition of autotaxin (ATX), the autotaxin inhibitor S32826, Lpar1 inhibitor 1 (2440), or Lpar1 inhibitor 2 (8437). Cells were analyzed for the expression of the smooth muscle α-actin (αsma) and smooth muscle myosin heavy chain (smMHC) by immunofluorescence. Visceral cells readily differentiated into smooth muscle and expressed both markers (A). Addition of ATX to visceral cells further promoted smooth muscle differentiation and increased the number of cells staining positive for smMHC (C), while addition of the S32826 (E) or the Lpar1 inhibitors (G, I) significantly decreased the number of smooth muscle cells. In contrast, untreated parietal cells rarely expressed αsma and were devoid of smMHC expression (B). However, addition of ATX to parietal cells promoted smooth muscle marker expression (D). Addition of S32826 or the Lpar1 inhibitors to parietal cells extinguished both smooth muscle markers (F, H, J). Nuclei are marked with DAPI.
(TIF) Click here for additional data file.

Figure S3 **Visceral mesothelial cells are more contractile compared to parietal mesothelial cells.** Visceral and parietal mesothelial cells were seeded in collagen gel and cultured for 8 days. The area of each gel (white outline) was measured and compared to its original area (green outline). The visceral gel (A) was significantly smaller than the parietal gel (B). Areas are quantified in panel C. The asterisk represents a statistically significant difference (p<0.05, n = 5). Error bars were calculated using standard error of the mean.
(TIF) Click here for additional data file.

Figure S4 **Isolation of visceral and parietal mesothelia.** Visceral and parietal mesothelia were isolated from omentum (A) and the body wall (B) of adult Wt1-cre; Rosa26R^eYFP^ mice. Cells were dissociated, cultured for 7 days, and stained for the eYFP marker to indicate a pure population of isolated cells.
(TIF) Click here for additional data file.

Table S1 **Examples of genes differentially expressed in visceral and parietal mesothelia.** Positive fold differences indicate higher expression in visceral mesothelium and negative fold differences indicate lower expression in visceral mesothelium compared to parietal mesothelium.

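Table S1 lists 85 genes, of which 81 were measured here under the table's symbol. All 81 differed in the direction the table gives and were called by limma, 42 of them higher in visceral mesothelium. Vit, a matrix protein, was 11.8-fold and Emb, an adhesion glycoprotein, 11.5-fold higher in visceral mesothelium, as was Emilin2 at 6.03-fold. Itgbl1, an integrin-like protein, was 12.0-fold higher in parietal mesothelium, Cdh3 9.95-fold, and Vnn1, a pantetheinase, 8.42-fold. The adjusted p from limma was 0.000593 for Emb and 7.14e-05 for Vit. No fold of the table was more than 1.35 times the one found here or less than its inverse. The table's p-values equal to both printed digits the unadjusted ones of the methods' t-test for 78 of the 81 genes, and the adjusted ones for 0; the latter ran from 0.117 to 0.290.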

(DOCX) Click here for additional data file.

Table S2 **Primary and Secondary Antibodies.**
(DOC) Click here for additional data file.

# Supplementary material for: Autotaxin Signaling Governs Phenotypic Heterogeneity in Visceral and Parietal Mesothelia
**Source:** PLoS One. 2013 Jul 25;8(7):e69712. doi: 10.1371/journal.pone.0069712
**Supplement:** Table S2 — Primary and Secondary Antibodies.

| **Antibody** | **Source** | **Dilution** |
| --- | --- | --- |
| GFP | Abcam, ab1218 | 1:250 |
| Autotaxin | Santa Cruz Biotechnology, sc-66813 | 1:100 |
| αsma | Sigma, A 2547 | 1:250 |
| smMHC | Biomedical Technologies Inc., BT-562 | 1:200 |
| vinculin | Abcam, ab18058 | 1:200 |
| phalloidin | Invitrogen, A12380 | 1:100 |
| Alexa Fluor 488 goat anti-rabbit IgG | Invitrogen, A-11008 | 1:2000 |
| Alexa Fluor 568 goat anti-rabbit IgG | Invitrogen, A-11011 | 1:2000 |
| Alexa Fluor 568 goat anti-mouse IgG | Invitrogen, A-11004 | 1:2000 |
| Alexa Fluor 488 goat anti-mouse IgG | Invitrogen, A-11001 | 1:2000 |

**Table S2. Primary and Secondary antibodies**

How the deposited data were processed for this re-analysis (not part of the article)

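RNA of visceral mesothelium from the omentum and of parietal mesothelium from the body wall of mice was measured on 4 Affymetrix Mouse Gene 1.0 ST arrays, 2 per tissue. The authors made the deposited log2 values by RMA normalization, and the submitters' processing notes name Partek 6.6. The annotation and the array library version they used are not given in the sources used here.

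The log2 values were used as deposited. Probes were named through a platform annotation of the array, with symbols updated by gene identifier through a RefSeq table of the GRCm38.p6 assembly. Of 35556 probes, 21789 had 1 gene symbol, 1621 several and 12146 none, and 21698 were found in the RefSeq table, none with a changed symbol. No gene was named from a probe with several symbols, and no coordinates are given. Autotaxin (Enpp2) has no named probe in that annotation and is not reported here. For each of 19938 genes the probe with the highest mean signal was taken; 999 genes had more than 1 probe.

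The tissues were compared with limma 3.58.1 in R 4.3.3, all 4 arrays in the fit and no block, and differences were called at a Benjamini-Hochberg adjusted p under 0.05 and a fold of at least 1.5. Gene lists were compared with camera at a preset inter-gene correlation of 0.01, with an estimated correlation and with fry, and over-representation was tested against all genes with one-sided Fisher's exact tests adjusted over 31 lists. Lists with fewer than 5 measured genes were not tested with camera. The same code was tested on simulated data with known changes.

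The lists, the tests, the alternatives and the rule for named genes were fixed before the data were examined, apart from those that the closing section names as chosen afterwards, although the values in the paper and in Table S1 had been seen. Genes named in the text are the 10 with the largest difference in each direction among called genes whose arrays do not overlap between tissues, leaving out numbered gene models and immunoglobulin and T cell receptor segments, up to 4 genes with the lowest adjusted p of each list, the 5 highest and 5 lowest folds of Table S1, and genes the paper names. With 2 arrays against 2, chance alone gives non-overlapping arrays often. Genes named outside this rule are said to be so.

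The alternatives were the methods' t-test with and without adjustment, other thresholds, a test against a fold of 1.5, other variance priors, 3 further normalizations, filters on dim probes, the mean of a gene's probes, probes with 1 symbol, a replicate block, and leaving out each array in turn. Array-level batches were not analysed here, as no scan date was used.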

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

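The test on the share of mesothelial RNA, and the condition that a list without a gene above the median signal decides nothing, were chosen after the results were seen. So was the requirement that a bound be met with all arrays and without each array in turn. The bounds of the other tests in this part were written down before. None of the measured genes of the following lists is in Table S1, and the lists were over-represented among the called genes. Of 44 genes of WNT and BMP signaling, 19 were called, 9 higher in visceral mesothelium, such as Rspo3 (log2 difference 1.52), and 10 in parietal mesothelium, such as Chrdl1 (-2.71), Sfrp1 (-2.16) and Bmp6 (-2.06). Of 74 positional transcription factors, 25 were called, 11 higher in visceral and 14 in parietal mesothelium, with Isl1 at 3.92 and Barx1 at 3.02 against Hoxc8 at -4.54 and Hoxc6 at -3.84. Of 21 genes of TGF-beta signaling and regulators of epithelial to mesenchymal transition, 7 were called, including Zeb2 (2.19) and Twist1 (-1.13). Of 20 adipocyte genes, 7 were called, 6 of them higher in parietal mesothelium, among them Car3 (-5.18), which skeletal muscle also expresses. Of 14 fibroblast genes, 9 were called, including Mfap5 (1.16) and Cygb (-1.36). Adjusted over the list alone, the visceral and parietal counts were 10 and 11 for WNT and BMP signaling. They were 5 and 3 for TGF-beta signaling and the regulators of transition, and did not change for the positional factors, adipocytes and fibroblasts. The 10 smooth muscle genes, the 7 B cell genes and the 27 and 22 genes of skeletal muscle that were called belong to the patterns weighed next. The B cell list was not over-represented against a background of genes above the median signal (adjusted p = 0.0818).

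Skeletal muscle genes were higher in parietal mesothelium, and 26 of the 50 genes with the largest parietal excess are on the skeletal muscle lists. Smooth muscle differentiation of mesothelial cells would lower the smooth muscle list in visceral mesothelium, but its median was 0.35, and 0.19 to 0.40 on leaving out each array. RNA of the body wall muscle would bring genes of adult fibre metabolism along with contractile ones, and their median was -3.003, and -3.32 to -2.69 on leaving out each array, consistent with such RNA. The paper reports that nearly all of the input was mesothelial by a fluorescent reporter, and the share of muscle RNA was not estimated. A difference in muscle gene expression between mesothelia of the 2 sites remains open.

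Of the immune lists, that of macrophages and dendritic cells was mostly called higher in visceral mesothelium (27 of 30 genes). Fewer were called higher on the B cell (7 of 19), mast cell and granulocyte (8 of 21) and T and NK cell lists (2 of 19). No gene of these lists was called lower. Leukocytes of the omental milky spots were predicted to raise B cell, T cell and macrophage genes together by a median of at least 0.5, and to be excluded where the lowest of these medians was under 0.2. The lowest, that of the T and NK cell list, was 0.11 (0.11 to 0.18 on leaving out each array), but 0 of its 19 genes lay above the median signal of all genes, 7.73, so that dim genes leave this explanation open. Expression induced in mesothelial cells alone was to leave the median of the B cell list under 0.2 and to be excluded above 0.5; the value was 0.52, but 0.43 to 0.61 on leaving out each array, so this test does not decide. Both explanations, and a difference between the mesothelia of the 2 sites, stay open.

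Of the 20 mesothelial markers, 9 were higher in parietal and 1 in visceral mesothelium. A lower share of mesothelial RNA in the visceral samples could raise the markers of all other cell types alike. The macrophage and endothelial lists would then have like medians. The median of the macrophage list lay 1.65 above that of the endothelial list (1.65 to 1.83 on leaving out each array). That is more than the spread of the genes of either list, and argues only against such an even rise. A lower share caused by RNA of some cell types, such as macrophages, is not tested by this difference. Such a lower share, and a difference between the mesothelia of the 2 sites, stay open.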

How the results depend on the processing

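The number of called probes was 0 by the methods' t-test after adjustment (0 higher in visceral and 0 in parietal mesothelium, 0 genes, 0 of the Table S1 genes), where it gave 5881 probes at an unadjusted p under 0.05. A fold of at least 2 left 1196 probes (610 visceral, 586 parietal), 978 genes (521 and 457) and 51 Table S1 genes; an adjusted p under 0.01 left 769 probes (377 and 392); the test against a fold of 1.5 left 663 probes (309 and 354), 724 genes (393 and 331) and 45 Table S1 genes. With no fold threshold 1574 genes were higher in visceral mesothelium. Leaving out each array gave 893 to 1307 probes, 420 to 722 higher in visceral and 473 to 585 in parietal mesothelium, and 1696 to 2095 genes; the lone array of a tissue is then assumed to vary like the others. The stricter thresholds pass fewer by construction; other causes were not tested. Counts of probes and genes stayed within 1.5 times under the other variance priors, normalizations and filters. With the replicate block 2311 probes and 2008 genes were called. Nusap1 (adjusted p = 0.0433) and Cdh19 (adjusted p = 0.0167) then passed limma at folds over 1.5. The numbers are not stated to pair the samples. The paper describes taking parietal mesothelium from the body wall of the mice used for the omentum, without naming pairs. The RNA Xist, described below, was alike on arrays with the same number. The deviations of such arrays correlated at 0.269 across probes, so a pairing stays open. Of the lists, camera called 10, fry 14, camera with an estimated correlation 0, and 8 to 14 under the other settings. With an estimated correlation even the contractile list of skeletal muscle did not pass, so that setting does not decide for any list. Of the 144 genes taken by the rule, 123 had an adjusted p under 0.05; 13 of them lost it under at least 1 setting other than the methods' t-test, and 12 others gained it. No value changed sign past the test's threshold. Autotaxin gave no value under any setting. The smallest folds and the dimmest genes are the least certain, as no background measure was used.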

Differences from the paper's values

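At the thresholds named here, limma with all 4 arrays and 1 probe per gene gave no count or fold more than 1.5 times the paper's or less than its inverse; some of the alternatives, such as other thresholds, did. The paper gives 1728 probes at a fold of at least 1.5 and an adjusted p under 0.05 by one-way ANOVA, and limma gave 2153 at the same thresholds. The paper's own test with that adjustment, an alternative set before the data were examined, gave 0, and without the adjustment 2161; no setting that was run gave the paper's number. The paper gives 796 transcripts higher in visceral and 633 higher in parietal mesothelium, against 1040 and 875 genes here, and 876 and 706 genes by the methods' t-test without adjustment.

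The paper ranks autotaxin as the most differential gene product. By size alone, 7 genes were higher in parietal mesothelium by more than the fold the paper gives for autotaxin, from Myl1 at 155-fold to Ttn at 52.8-fold, and 0 named genes were so in visceral mesothelium. All of the 7 but Angptl1 are on the skeletal muscle lists, for which RNA of the body wall muscle was not excluded. Their folds therefore do not show that genes of parietal mesothelial cells outrank autotaxin. The folds of the 7 genes are of the tissue means, while 79 of the 81 folds of Table S1 compared here equal ratios of the replicate 1 arrays. In a comparison chosen after seeing the values, 6 genes exceeded the paper's fold on the replicate 1 arrays, from Myl1 at 152-fold to Neb at 51.1-fold, and 9 on the replicate 2 arrays, all higher in parietal mesothelium. Autotaxin itself is not analysed here.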

Other observations

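Genes of the lysophosphatidic acid pathway other than autotaxin were examined. Of 11, 3 were higher in visceral mesothelium, the receptors Lpar4 (log2 difference 1.00) and Lpar6 (0.80) and the phospholipase Pla1a (1.14). No gene of the list was called higher in parietal mesothelium. Lpar1 had a difference of -0.56 (adjusted p = 0.0162 from limma), below the fold threshold. Each of these passed the test with all arrays and lost it on leaving out at least 1 array, with adjusted p up to 0.0506, 0.0997, 0.119 and 0.0698. Of 32 chemokines and cytokines, 5 were higher in visceral mesothelium, including Ccl6 (3.17) and Ccl9 (2.60), and 1 in parietal mesothelium. With all arrays and no block, none of 21 proliferation genes was called, with a median of 0.49. With the replicate block Nusap1, a member of this list, passed limma (0.70, adjusted p = 0.0433). The camera test called the list higher in visceral mesothelium (adjusted p = 0.0123; adjusted p = 0.756 with an estimated correlation), but the median was 0.0031 without parietal replicate 2 (adjusted p = 0.836), 0.34 without visceral replicate 1 (adjusted p = 0.213) and 0.94 without parietal replicate 1, where Nusap1 (1.11), Cenpf (0.88) and Bub1b (0.72) passed limma (adjusted p = 0.00254, 0.00408 and 0.0144). With all arrays and no block, none was called among 12 genes of Schwann cells and nerve (median -0.11) and 16 of the pancreas (0.21). The same held for 4 genes of red blood cells (0.46) and 4 sex-linked genes (0.21). The nerve gene Cdh19 passed limma with the replicate block (-0.82, adjusted p = 0.0167). Its difference was -1.20 without parietal replicate 1, and that of the pancreas gene Cpa1 was 0.60 without visceral replicate 2. Among the red blood cell genes, Slc4a1 differed by 0.02 without visceral replicate 1 and by 2.03 without visceral replicate 2, where it, Alas2 and Epb42 passed limma (adjusted p = 0.00190, 0.0157 and 0.0168). In the main setting camera did not call the pancreas list (adjusted p = 0.0786; adjusted p = 0.589 with an estimated correlation). It called the list with all arrays after cyclic loess (median 0.21, adjusted p = 0.0480) and over probes with a mean of at least 6 (0.29, adjusted p = 0.0304), and without visceral replicate 2 (0.33, adjusted p = 0.00337) or parietal replicate 2 (0.29, adjusted p = 0.0273), but not without visceral replicate 1 (0.08) or parietal replicate 1 (0.10). Of 25 immediate-early and stress genes, 2 were higher in parietal mesothelium, Btg2 (-1.12) and Klf4 (-0.81). Of 12 reference genes, Pgk1 was higher in parietal (-1.26) and Gusb in visceral mesothelium (0.65). On leaving out 1 array the adjusted p rose to 0.0931 for Klf4 and 0.0640 for Gusb.

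Xist, the RNA that silences an X chromosome in females, had a log2 signal of 11.46 on visceral replicate 1 and 10.91 on parietal replicate 1, against 5.70 and 5.75 on the arrays of replicate 2. The Y-linked genes Eif2s3y, Kdm5d and Uty lay between 8.39 and 9.65 on all 4 arrays. The arrays with the same number therefore had like values of Xist in both tissues; the labels do not give the sex of the animals.

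The folds of Table S1 were compared with ratios of single arrays, a comparison chosen after seeing the values. Rounded to the table's 1 decimal, 79 of 81 equalled the ratio of visceral replicate 1 to parietal replicate 1, 8 that of the replicate 2 arrays and 12 that of the tissue means.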
